# Single-Cell RNA-Seq of Bone Marrow-Derived Mesenchymal Stem Cells Reveals Unique Profiles of Lineage Priming

**DOI:** 10.1371/journal.pone.0136199

**Published:** 2015-09-09

**Authors:** Brian T. Freeman, Jangwook P. Jung, Brenda M. Ogle

## Abstract

The plasticity and immunomodulatory capacity of mesenchymal stem cells (MSCs) have spurred clinical use in recent years. However, clinical outcomes vary and many ascribe inconsistency to the tissue source of MSCs. Yet unconsidered is the extent of heterogeneity of individual MSCs from a given tissue source with respect to differentiation potential and immune regulatory function. Here we use single-cell RNA-seq to assess the transcriptional diversity of murine mesenchymal stem cells derived from bone marrow. We found genes associated with MSC multipotency were expressed at a high level and with consistency between individual cells. However, genes associated with osteogenic, chondrogenic, adipogenic, neurogenic and vascular smooth muscle differentiation were expressed at widely varying levels between individual cells. Further, certain genes associated with immunomodulation were also inconsistent between individual cells. Differences could not be ascribed to cycles of proliferation, culture bias or other cellular process, which might alter transcript expression in a regular or cyclic pattern. These results support and extend the concept of lineage priming of MSCs and emphasize caution for *in vivo* or clinical use of MSCs, even when immunomodulation is the goal, since multiple mesodermal (and even perhaps ectodermal) outcomes are a possibility. Purification might enable shifting of the probability of a certain outcome, but is unlikely to remove multilineage potential altogether.

## Introduction

Mesenchymal/multipotent stem/stromal cells (MSCs) are utilized in stem cell therapy for treatment of a variety of diseases including myocardial infarction, cancer, lung fibrosis, spinal cord injury, bone and cartilage repair, and muscular dystrophy[1–4]. MSCs are clinically beneficial due in part to the ability to home to sites of injury[5, 6], differentiate to mesenchymal cell types, suppress immune responses[7] and modulate angiogenesis[8–10]. In addition, MSCs are easy to isolate and expand and can be derived from multiple different tissue sources including bone-marrow, fat, placenta, synovium, periosteum, and tooth[2].

The large variety of tissue sources and species from which MSCs can be isolated have spurred efforts to characterize and compare each MSC isolate. The approach has been to identify a protein marker, or series of markers unique to MSCs and then to validate multipotency via differentiation protocols. For example, human MSCs are typically isolated from bone-marrow by selecting for adherent cells then confirming expression of CD73^+^/CD90^+^/CD105^+^/CD34^-^/CD14^-^/CD19^-^/CD45^-^ via a variety of methods including flow cytometry or fluorescence microscopy[11]. Use of the entire panel is inconsistent, as are the subsets selected by individual investigators[12, 13]. A similar trend occurs with isolation and characterization of murine MSCs derived from bone marrow. In this case, more than thirty different surface markers have been used with varying subsets over the past 15 years[14]. It is challenging to determine whether subset selection indicates an assumption by investigators that each subset reflects the whole or that a given isolate does not in fact express certain markers. But we do know that inconsistent use of MSC biomarkers to isolate “pure” populations can lead to variable levels of differentiation potential and ability to self renew[15, 16].

More perplexing is the fact that *consistent* use of biomarkers, can also lead to variable *in vitro* and *in vivo* outcomes between research groups. For example, murine bone marrow-derived MSCs sorted via immunodepletion of CD11b and CD45 for treatment of acute lung injury showed increased survival across studies but associated mechanisms were varied and sometimes contradictory[17–20]. Gupta et al., showed elevation of IL-10 and no change in neutrophil infiltration relative to controls[18], while Xu et al., showed no change in IL-10 production, but a decrease in neutrophil infiltration[17]. In addition, retention of water in the lungs was significantly decreased only after 48 hours in the study by Gupta et al., while in Xu et al., water retention was only observed at 24 hours and lost by 48. Some of this variation has been attributed to age or disease of the organism at the time of MSC isolation[21]. More likely however, is the fact that a handful of proteins cannot adequately describe the varied members of MSCs between species, between tissues and even perhaps between cells of a given population. Advanced molecular approaches including microarray[22], qPCR[23] and RNAseq[12, 13, 24–29] have allowed extensive characterization of 100s to 10,000s of transcripts of MSC populations. Results of these studies suggest heterogeneity of MSC populations could be ascribed to populations containing a varied mixture of undifferentiated MSCs primed[12, 30] for multiple pathways. Lineage priming has been observed with hematopoietic stems cells using single cell RT-PCR[31] and microarray[32, 33]. Transcription factors from both erythroid and myeloid differentiation pathways were expressed at a variety of levels in hematopoietic stems cells, suggesting that these stem cells could differentiate effectively down either pathway. Delorme et al., proposed that a similar process might occur with MSCs, but the study was conducted on clonal populations using qPCR and therefore a limited number of transcripts[12].

Until recently, cell-by-cell, whole-transcriptome analysis of MSCs has not been possible. However, advances in microfluidics and small volume cDNA synthesis now allow single-cell RNA-seq of individual MSCs[34]. Using this approach we find that individual MSCs exhibit multilineage priming, but priming is not uniform and appears to favor one and sometimes two lineages even while maintaining multipotency. In addition, a limited, but measureable degree of heterogeneity is observed in expression of genes associated with immunomodulation in the absence of immune stimulation. These results point to an as yet unappreciated source of heterogeneity of MSCs from a single tissue source.

## Materials and Methods

### Cell culture

Mouse bone marrow mesenchymal stem cells (mMSCs) were purchased (3 month-old male C57BL mice, Georgia Reagents University, Augusta, GA, all procedures approved by the Institutional Care and Use Committee, Medical College of Georgia[35]) and expanded and cultured as previously described[36]. Briefly, MSCs were cultured on a 0.1% gelatin (Sigma Aldrich, St. Louis, MO) pretreated flask containing α-minimum essential medium (MEM) complete. Complete alpha-MEM consisted of α-MEM (Invitrogen, Carlsbad, CA), 10% fetal bovine serum (Hyclone, Logan, UT), 0.1 mM nonessential amino acids (Invitrogen), and 2 mM L-glutamine (Invitrogren). MSC cultures were allowed to grow to 60–70% confluence and were replated at a concentration of 1,500 cells/cm^2^. Experiments were performed using passages 6–11 for mMSCs. As a control, HL-1 cardiomyocytes (HL-1cm) (a gift of Dr. William Claycomb) were also expanded and cultured as previously described[37]. All cultures were maintained at 37°C in 5% CO_2_.

### Single-cell capture and RNA-seq

mMSCs were trypsinized and suspended in phosphate buffered saline (PBS). The mMSCs were centrifuged and resuspended in 5 μL of complete alpha-MEM medium for addition to the capture chip. mMSCs were captured on a large-sized (17–25 μm cell diameter) chip using the Fluidigm C1 system. Cells were loaded into the chip at approximately 2000 cells/L and stained for viability (DEAD cell viability assay; Molecular Probes, Life Technologies, Grand Island, NY) and imaged with phase-contrast and fluorescence microscopy to confirm cell number and viability at each capture point. mMSCs and the HL-1cm controls were captured in the same Fluidigm C1 device with the HL-1cm labled with a green cytoplasmic dye (1 μm CellTracker Green CMFDA, Molecular Probes, Eugene, OR). 16 single, live mMSCs and 5 single, live HL1cm were selected for analysis. Once cells were captured in the device, cDNAs were prepared from each cell on the chip using the SMARTer Ultra Low RNA kit for Fluidigm C1 System (Clontech, Mountain View, CA). RNA spike-in Mix (Ambion, Life Technologies) was added to the lyses reaction and processed with cellular mRNA. mRNA library was constructed using the Illumina Nextera XT preparation kit (Illumina, San Diego, CA) according to the manufacturer’s protocol and sequenced on the Illumina MiSeqv3 using paired end reads with a length of 75 bp to a depth of 18 to 22 million reads with the Multiplex on one MiSeq lane to create *.fastq files. A bulk population RNA control of both mMSCs and HL-1cm was run in parallel to the single-cell samples. RNA-seq data were submitted to NCBI Gene Expression Omnibus and can be accessed via the following link, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70930.

### Gene expression analysis

Gene expression analysis was performed with Galaxy software (Minnesota Supercomputing Institute (MSI), University of Minnesota, Minneapolis, MN). Reads were processed and aligned to the mouse reference genome (mm10_genes_2012_05_23.gtf and canonical_mm10.fa) using Tophat (version 2.0.12, open source software, http://ccb.jhu.edu/software/tophat/index.shtml)[38]. See **S1 Table** for information about the total number of reads and percent concordant mapped reads for each cell. The default options supplied with the software were used and the aligned read files produced by Tophat were processed using Cufflinks software (version 2.2.1, open source software, http://cole-trapnell-lab.github.io/cufflinks/), for further analysis, including assembling transcripts, estimating their abundance, and testing for the differential expression between single-cell RNA-seq samples[38]. Read counts were normalized to fragments per kilobase of exon per million mapped reads (FPKM) according to the gene length and total mapped reads. Genes with a log_2_ fold change greater than 1 from the control cells to the fusion products and had a *P* value of less than 0.05 were considered “differentially expressed” and further analyzed for gene ontology (**S1 Table**). Gene ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed with DAVID informatics resources 6.7 of the National Institute of Allergy and Infectious Diseases (NIAID) and of the National Institutes of Health (NIH)(**S3 Table**)[39, 40].

### Gene cluster analysis

Average linkage hierarchical clustering of gene expression intensity was performed using the Pearson distance to measure distance between gene and single cells. SingulaR (Fluidigm, San Francisco, CA) was used to compute and create the hierarchal clustering and principle component analysis plots (**S2 Table**).

### Statistical analysis

Data were analyzed with Microsoft Excel (Microsoft, Redmond, WA, USA). RNA-seq data was analyzed with the Cuffdiff or SingulaR programs.

### Quantitative real-time polymerase chain reactions (qRT-PCR)

Complementary DNA (cDNA) was synthesized following the instructions from the Maxima First Strand cDNA Synthesis Kit (cat# K1642, Thermo Scientific). The cDNA was amplified from the cDNA from the single-cell reaction performed in the Illumina chip. Primers of qRT-PCR were purchased from Biorad (Hercules, CA) and the sequence of *Gapdh* primers (FOR: CATGGCCTTCCGTGTTCCTA, REV: CCTGCTTCACCACCTTCTTGAT) was obtained from [41]. Primer efficiencies were extracted from RealPlex^2^ software and verified with melting curves. The comparative C_t_ method[42] was employed to determine the relative changes in gene expression. For comparison to the single-cell RNA-seq results, each gene’s FPKM values were normalized to each cells *Gapdh* FPKM value, which was then normalized to the control cells.

## Results

### Bone marrow-derived mMSCs express genes associated with MSC multipotency

To begin characterization of the transcriptome of bone marrow-derived MSCs, sixteen mouse mesenchymal stem cells (mMSC1-mMSC16) were individually sequenced using single-cell RNA-seq. Also, a population control (PC) containing thousands of cells (mMSC-PC) was sequenced in parallel with the single cells. 

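The deposited data hold 23 libraries, made from the 16 single mMSCs, 5 single HL-1 cardiomyocytes (HL1cm, a mouse cardiomyocyte line) and 1 population control of each cell type. Both cell types were captured in the same Fluidigm C1 device, where cDNA was prepared from each cell with the SMARTer kit, and Nextera XT libraries were sequenced as paired reads of 75 bases. The authors aligned the reads to the mm10 genome with Tophat 2.0.12 and estimated expression with Cufflinks 2.2.1, both with default options, and deposited FPKM values for 23284 genes. By the authors' alignment statistics (S1 Table), the mMSC libraries held 74934 to 474827 aligned read pairs with a median of 341728.5, and the HL1cm libraries 155966 to 340414 with a median of 256837. The population controls held 219659 (mMSC-PC) and 306522 (HL1cm-PC) aligned read pairs, and all 23 libraries together 6561412. Between 5178 and 7241 genes were at 1 FPKM or more in a single mMSC and between 6428 and 7010 in a single HL1cm, against 9625 in mMSC-PC and 9881 in HL1cm-PC. By the formula for FPKM, 1 read pair on a transcript of 1 kilobase is worth 2.93 FPKM at the median of the mMSC libraries and 13.3 FPKM in mMSC9, the library with the fewest read pairs. A value of 0 is not always the absence of a transcript. Canx, a gene chosen after its values were seen, was listed at 0 in mMSC12 and between 809 and 1991 FPKM in the other 15 mMSCs. Genes are therefore described as listed at 0 or above 0. For the other measures, values under 1 FPKM were set to 1, the limit of detection in the authors' SingulaR script (S2 Table), and log2 values were taken. The labels and methods name no separate cultures for the cells of a type, so each cell type was 1 sample and no test was made between mMSCs and HL1cm. Single cells were the units only for relations among mMSCs. Percentages of cells are given with exact (Clopper-Pearson) 95% confidence intervals, which cover counting error only.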

Next, a gene set was assembled that included published markers indicative of MSC multipotency[14, 43, 44] (**S4 Table**). Hierarchal clustering (HC) and principal component analysis (PCA) analysis were then conducted using this gene set. HL-1 cardiomyocytes (HL1cm) were used as a negative control for this analysis and *Gapdh* was used to represent basal expression of a housekeeping gene. 

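The genes of the multipotency list in S4 Table, Gapdh included, number 39. In PCA of their log2 values over the 23 libraries, the first principal component (PC1) held 58.4% of the variance and the second (PC2) 6.78%. The mMSC library and the HL1cm library nearest to each other on PC1 were separated by 66.2% of the range of PC1. Of the squared loadings on PC1, Ly6a made up 26.1%, Cd9 20.9%, Cd44 15.3%, Sdc4 9.13% and Ifngr1 4.25%. Average linkage clustering on the Pearson distance, divided into 2 clusters, placed the 17 mMSC libraries in one cluster and the 6 HL1cm libraries in the other. Among the alternatives tried, scaling each gene to unit variance moved the gap on PC1 most, to 37.9% of the range.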

The mMSCs all clustered together far from the HL-1cm controls (**Fig 1A and 1B**). 

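In the 16 mMSCs, Ly6a (chromosome 15, bases 74994877 to 74998031 of mm10) ranged from 167 to 3900 FPKM with a median of 1190, and was at 1397 FPKM in mMSC-PC. Cd9 ranged from 224 to 1543 FPKM, Cd44 from 103 to 588, Sdc4 from 663 to 5193 and Lamp2 from 178 to 743. Their values in mMSC-PC were 935 FPKM for Cd9, 177 for Cd44, 1546 for Sdc4 and 641 for Lamp2. The SD of the log2 values between the 16 cells was 1.26 for Ly6a, 0.83 for Cd9, 0.69 for Cd44, 0.76 for Sdc4 and 0.51 for Lamp2. Pecam1 was listed at 0 in every mMSC and in mMSC-PC. Anpep was above 0 in 1 mMSC (1.68 FPKM) and Nt5e in 1 mMSC (2.74 FPKM). Itgam was above 0 in 2 mMSCs, with 0.812 FPKM at most, and Eng in 2 mMSCs, with 7.58 FPKM at most. Nanog was above 0 in mMSC1, at 16.9 FPKM, and in mMSC5, at 4.93 FPKM. For the 14 genes that S4 Table lists as high, the median SD between cells was 0.88 on the log2 scale. This lay at percentile 51.96 of 10000 random lists of 14 genes matched on mean expression. Among the alternatives, the percentile was lowest without mMSC9 and mMSC15, the libraries with the fewest read pairs, at 29.02. It was highest, at 87.15, with every library rescaled to the same sum over all genes.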

Of note, all mMSCs and mMSC-PC exhibited high expression of MSC stemness-associated markers previously shown to be upregulated in mouse MSCs (*Ly6a*, *Cd9*, *Cd44*, *Sdc4*, *Lamp2)* and low expression of MSC stemness-associated markers previously shown to be downregulated in mouse MSCs (*Anpep, Itgam, Eng, Nt5e, Pecam1, Nanog)[14]*. In addition, mMSCs exhibited inconsistent expression of markers reported to have variable expression in mMSCs (*Pdgfra, Cd80, Cd34, Tfrc)[14]*. 

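Of these genes, Pdgfra was above 0 in 11 of the 16 mMSCs (68.8%, 95% confidence interval 41.3% to 89.0%), with 29.5 FPKM at most. Cd80 was above 0 in 10 mMSCs (62.5%, 35.4% to 84.8%) and reached 121 FPKM. Cd34 was above 0 in 6 mMSCs (37.5%, 15.2% to 64.6%) and reached 52.8 FPKM. Tfrc was above 0 in 15 mMSCs (93.8%, 69.8% to 99.8%), where it ranged from 1.70 to 182 FPKM. The SD between cells on the log2 scale was 1.85 for Pdgfra, 2.16 for Cd80, 1.72 for Cd34 and 2.37 for Tfrc.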

The HL1cm control cells expressed MSC markers at a much lower level, but with similar levels of *Gapdh* expression, demonstrating the specificity of the gene set for mMSCs. 

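Ly6a and Cd9 were listed at 0 in all 5 HL1cm and in HL1cm-PC. Cd44 reached 1.94 FPKM and Sdc4 197 FPKM in HL1cm, and Lamp2 ranged there from 61.3 to 247 FPKM. Over the 14 genes listed as high in S4 Table, the median difference in mean log2 FPKM between mMSCs and HL1cm was 2.19, with single genes between -1.73 and 10.12. The mean was higher in mMSCs for 10 of the 14 genes. It was lower for Cd24a, Cd81, Itga5 and Vcam1, which are named here after their values were seen. Without HL1cm3 the median difference was 1.57. Over the 12 genes listed as moderate, the median difference was 1.84, with 9 genes higher and 3 (Fas, Nt5e and Tfrc, the first chosen after its values were seen) lower in mMSCs, and Nt5e reached 45.0 FPKM in HL1cm. Over the 12 genes listed as low, it was 0, and Eng and Nanog reached 29.5 and 17.8 FPKM in HL1cm. Mean log2 Gapdh was 7.70 ± 0.29 (SD, n = 16 cells) in mMSCs and 8.03 ± 0.40 (SD, n = 5 cells) in HL1cm, a difference of -0.33. It was -0.19 without HL1cm3, -0.45 without HL1cm5 and -0.49 with every library rescaled to the same sum over genes of at least 200 bases, a setting chosen after the data were seen. The last 2 exceed the SD between HL1cm cells. With every library rescaled to the same sum over all genes (TPM), the difference was 0.0038 and so changed its sign. From the lower level of MSC markers at similar Gapdh in HL1cm, the paper concludes that the gene set is specific for mMSCs.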

RNA-seq data was confirmed with qPCR analysis of *Ly6a* showing similar relative expression between mMSCs and low expression in the HL1cm control (**Fig 1C**).

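Fig 1C sets qPCR beside RNA-seq values for which the FPKM of a gene is divided by the Gapdh FPKM of the same cell and then by the value of a control cell, here mMSC9. On this scale, Ly6a was 2.82 in mMSC2, 3.26 in mMSC3, 5.38 in mMSC6, 0.608 in mMSC11 and 3.45 in mMSC15. The lowest of the 16 mMSCs was mMSC1, at 0.186 of the value in mMSC9. The qPCR measurements were not analysed here.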

**Fig 1:**
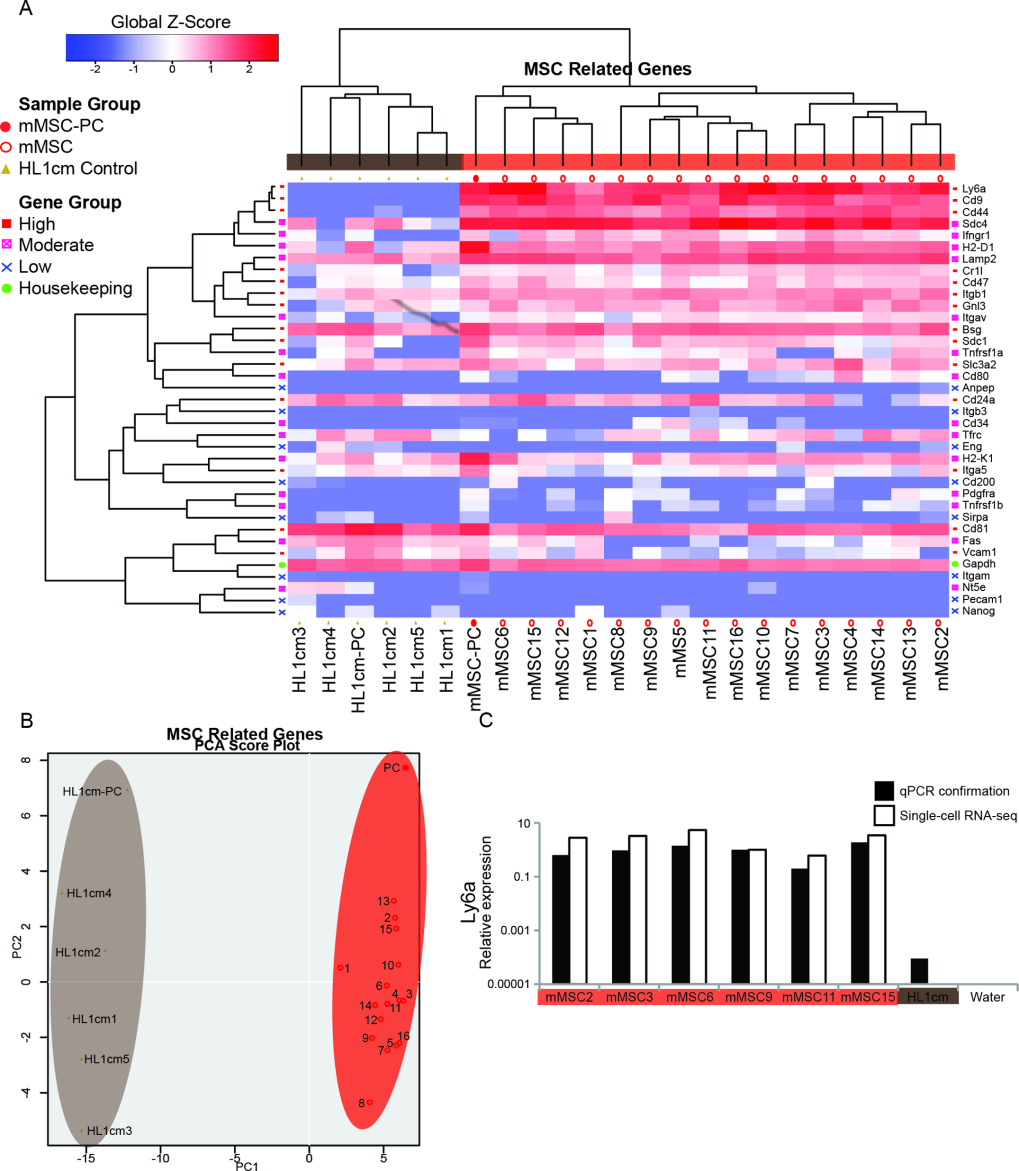
Single-cell mMSCs express genes associated with MSC multipotency **(A)** Hierarchal clustering (HC) of mMSCs for a set of genes related to MSC multipotency. Genes are organized either by genes expressed highly in mMSCs (red), genes expressed moderately/heterogeneously in mMSCs (pink), genes that are lowly expressed in mMSCs (blue) or housekeeping genes (green). Global Z-Score reflects the number of standard deviations away from the mean of expression in the reference. **(B)** Principal component analysis (PCA) analysis of single cell mMSCs (1–16) (red), negative control single cells (HL1cm1-HL1cm5) (brown), and population controls (PC and HL1cmPC). **(C)** Quantitative reverse transcriptase polymerase chain reaction (qPCR) confirmation of RNA-seq data.

### Multilineage priming of individual bone marrow-derived mMSCs

To determine whether differentiation potential could account, at least in part, for varied *in vivo* outcomes, we generated gene sets corresponding to mesenchymal specification[12, 45–53]. The gene list included early stage (e.g. transcription factors) and late stage (e.g. functional proteins) markers for osteogenic, chondrogenic, adipogenic, vascular smooth muscle and neurogenic lineages. Using this set, HC and PCA analyses were conducted on single-cell mMSCs and the mMSC-PC (**Fig 2A–2C**). The mMSC-PC control correlated with the average of the single mMSCs supporting the accuracy of the single-cell data. In addition, the population control contained transcripts corresponding to early and late markers of multiple lineages at variable levels, a finding perhaps attributable to the mixing of multiple lineage-committed or lineage-primed populations. 

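Over the 127 genes of the differentiation list in S4 Table, Gapdh left out, log2 FPKM in mMSC-PC was compared with the log2 of the mean FPKM of the 16 mMSCs. Pearson's r across genes was 0.925. The rank correlation, Spearman's rho, was lower than any other alternative tried, at 0.873. Over all genes in the table r was 0.896. These are correlations across genes within 1 pair of profiles, and genes are not independent replicates.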

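In mMSC-PC, 61 of the 127 differentiation genes were at 1 FPKM or more. They were 17 of the 31 osteogenic genes, 12 of the 29 chondrogenic genes, 11 of the 25 adipogenic genes, 15 of the 21 vascular smooth muscle genes and 6 of the 21 neurogenic genes. Of the 61 genes, 4 were under 1 FPKM in all 16 single mMSCs (Col2a1, Des, Ihh and Mmp3, named after their values were seen). Among the transcription factors, mMSC-PC had 8.98 FPKM of Runx2, 36.8 of Sox9, 24.7 of Cebpb, 12.1 of Gata6 and 11.8 of Nr4a2. Among the genes of functional proteins, it had 2233 FPKM of Acta2, 74.1 of Tagln, 14.5 of Ogn and 12.4 of Fabp4. The paper proposes that a mixture of populations committed to or primed for several lineages may account for these transcripts.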

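The correlation across the differentiation genes between mMSC-PC and each single mMSC ranged from 0.724 in mMSC9 to 0.900 in mMSC7, with a median of 0.842. The HL1cm libraries, HL1cm-PC included, had correlations with mMSC-PC between 0.373 and 0.478. For all 16 cells the value was below that for the mean of the cells.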

The profile of the mMSC-PC control was similar to that of each single-cell mMSC (**Fig 2A**). 

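Single mMSCs had 34 to 46 differentiation genes at 1 FPKM or more, with a median of 42.5, and HL1cm had 30 to 37. Each mMSC had 11 to 17 osteogenic genes, 4 to 8 chondrogenic genes, 6 to 10 adipogenic genes, 7 to 14 vascular smooth muscle genes and 2 to 6 neurogenic genes at this level. In every mMSC, 15 of the differentiation genes were at 1 FPKM or more, while 47 genes were below it in all 16. The osteogenic factor Runx2 ranged from 2.87 to 33.7 FPKM and the chondrogenic factor Sox9 from 5.89 to 353 FPKM, and both were above 0 in 16 of 16 mMSCs (100%, 95% confidence interval 79.4% to 100%). Both were listed at 0 in all 5 HL1cm, while Cebpb was above 0 in 3, Gata6 in 2 and Nr4a2 in 1 of the 5. The fewest genes in any lineage were found for the neurogenic list, where mMSC8 and mMSC9 had 2.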

Individual mMSCs did not express markers of a single lineage, but instead showed expression of early stage markers of at least three differentiation pathways *simultaneously* (**Fig 2E** and **S1 Fig**). Since it was previously established that all mMSCs used in this study were still expressing high levels of multipotency-associated genes (**Fig 1A and 1B**), this was quite surprising. The separation of individual MSCs in the PCA plot was due to variable expression of genes from all five lineages. 

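In PCA of the differentiation genes and Gapdh over the 16 mMSCs and mMSC-PC, PC1 held 19.2% and PC2 11.5% of the variance. Tagln made up 15.2% of the squared loadings on PC1, Cnn1 8.98%, Tubb3 8.85%, Slco2a1 7.07% and Wisp2 6.74%. To set the spread of the list against that of other genes, the 68 differentiation genes at 1 FPKM or more in at least 2 mMSCs were compared with 10000 random lists of 68 genes matched on mean expression. Their median SD between cells was 1.27 on the log2 scale, at percentile 84.25, and the middle 95% of the random lists lay between 1.11 and 1.34. By lineage, the percentile was 37.7 for adipogenic, 63.5 for chondrogenic, 58.7 for osteogenic, 68.6 for neurogenic and 96.2 for vascular smooth muscle genes. On the log2(FPKM + 1) scale, the alternative that moved the percentile of the whole list most, it was 57.4. The highest value among the alternatives was 96.9, over genes at 1 FPKM or more in at least 8 cells.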

Cells at the top of the PCA score plot had higher levels of a few osteogenic (*Ogn* and *Wisp2*) and adipogenic (*Fabp4* and *Cebpb*) markers, cells on the right had higher levels of vascular smooth muscle markers (*Acta2*, *Cnn1* and *Tagln*), *Tubb* (neurogenic), *Slco2a1* and *Angptl4* (most often associated with adipogenesis) (**Fig 2C**). 

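The loadings on PC2 were 0.400 for Fabp4, 0.387 for Wisp2, 0.370 for Ogn and 0.336 for Cebpb. Those on PC1 were 0.389 for Tagln, 0.300 for Cnn1, 0.190 for Acta2, 0.297 for Tubb3, 0.266 for Slco2a1 and 0.183 for Angptl4. Tagln was above 0 in 12 mMSCs and reached 511 FPKM in mMSC16. Acta2 was above 0 in all 16 and ranged from 33.5 to 2222 FPKM. Cnn1 reached 80.6 FPKM, Slco2a1 55.9 and Angptl4 50.2. Wisp2 was above 0 in 12 mMSCs, with 254 FPKM at most, and Ogn in 14, with 65.5 FPKM at most. S4 Table and Fig 2C name Tubb3, where the text has Tubb. Tubb3 was above 0 in 10 mMSCs and reached 119 FPKM, while Tubb5, another tubulin gene, ranged from 74.6 to 1718 FPKM in all 16.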

In an attempt to more easily visualize the varied linage propensities of individual mMSCs, one key transcription factor for each lineage (*Runx2*, *Sox9*, *Cebpb*, *Gata6* and *Nr4a2*) was selected and normalized to *Gapdh* expression for all sixteen cells and the population control (**Fig 2E**). 

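The FPKM of each of the 5 transcription factors was divided by the Gapdh FPKM of the same library. In mMSC-PC these ratios were 0.0163 for Runx2, 0.0669 for Sox9, 0.0449 for Cebpb, 0.0219 for Gata6 and 0.0215 for Nr4a2. In the single mMSCs with a factor above 0, Runx2 ranged from 0.0090 to 0.197, Sox9 from 0.0332 to 2.21, Cebpb from 0.0817 to 1.66, Gata6 from 0.0099 to 0.512 and Nr4a2 from 0.0054 to 0.152. The highest of these cells exceeded the lowest by 22.0-fold for Runx2, 66.8-fold for Sox9, 20.3-fold for Cebpb, 51.7-fold for Gata6 and 28.3-fold for Nr4a2. Gapdh itself ranged from 157 to 319 FPKM in the single mMSCs and was at 551 FPKM in mMSC-PC.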

The population control revealed a similar profile to that seen for the clonal populations of the Delorme study[12], but surprisingly each individual mMSCs exhibited much more varied profiles. 

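Cebpb was above 0 in 13 mMSCs (81.2%, 95% confidence interval 54.4% to 96.0%), Gata6 in 14 (87.5%, 61.7% to 98.4%) and Nr4a2 in 9 (56.2%, 29.9% to 80.2%). Some values of Nr4a2 were near the limit of the depth. It was at 1.08 FPKM in mMSC4, or about 1.65 read pairs by the length of its longest transcript. Cells with all 5 factors above 0 made up 43.8% of the 16 (19.8% to 70.1%), those with 4 made up 37.5% and those with 3 made up 18.8% (4.05% to 45.6%). The numbers were the same at 1 FPKM or more, since no factor had a value between 0 and 1 FPKM. This threshold is not a strict check, because values of Nr4a2 above it can rest on fewer than 2 read pairs. At 10 FPKM or more, 1 cell had 5 factors, 4 cells had 4, 6 cells had 3 and 5 cells had 2. The number of factors above 0 and the number of aligned read pairs had r = 0.423 (p = 0.103) and rho = 0.338 (p = 0.201) over the 16 cells (two-sided permutation tests). After Benjamini-Hochberg adjustment over the 4 relations tested with depth, p was 0.167 for r and 0.268 for rho. Without mMSC9 and mMSC15, the libraries with the fewest read pairs, r was 0.441 (p = 0.113, permutation test).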

Seven of the sixteen mMSCs expressed all five transcription factors, six mMSCs expressed four of the transcription factors and three mMSCs expressed three of the transcription factors. These data were confirmed with qPCR of a gene highly expressed in all mMSCs (*Ly6a*) (**Fig 1C)** and a gene with high variability of expression in individual mMSCs (*Fabp4*) (**Fig 2D**).

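Relative to mMSC9, Fabp4 over Gapdh was 1.16 in mMSC11, 0.467 in mMSC15, 0.310 in mMSC12 and 0.112 in mMSC13. Fabp4 was listed at 0 in the other 11 mMSCs and in all 5 HL1cm. It was therefore above 0 in 31.2% of mMSCs (95% confidence interval 11.0% to 58.7%), with 15.4 to 181 FPKM in those cells.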

**Fig 2:**
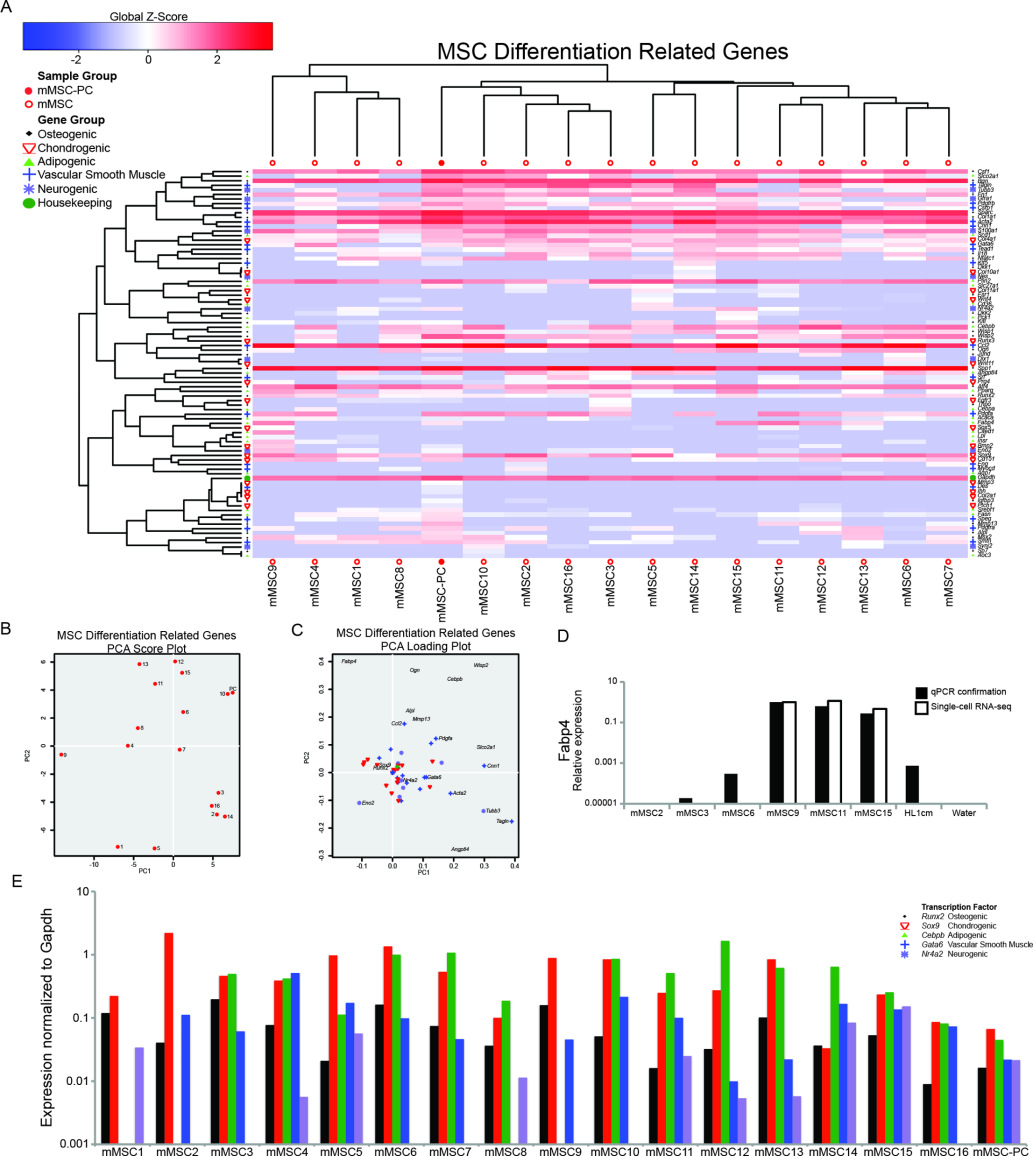
Individual mMSCs express genes from multiple differentiation pathways. **(A)** HC of single cell mMSCs and mMSC population control (mMSC-PC) for a set of genes related to osteogenesis, chondrogenesis, adipogenesis, vascular smooth muscle, neurogenesis, and housekeeping genes. **(B)** PCA analysis of single cell mMSCs (1–16) and population control (PC). **(C)** PCA loading plot showing individual differentiation genes represented in **(B)**. **(D)** qPCR confirmation of RNA-seq data. **(E)** A key transcription factor was selected for each differentiation lineage and expression was normalized to *Gapdh* for each sample.

### Basal immunomodulatory capacity of individual bone marrow-derived mMSCs

To determine whether basal immunomodulatory capacity could also account for varied MSC behavior *in vitro* and *in vivo*, we generated a gene set containing soluble, immunoregulatory factors known to be produced by MSCs *in vitro* and *in vivo*[54–56] (**Fig 3A, S4 Table**). Individual cells were largely the same with the exception of *Il6* expression. Indeed variability in the expression of this gene accounted almost solely for the population spread on the PCA score plot (**Fig 3B and 3C**). 

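Of the 25 genes in the immunomodulatory list, 17 were under 1 FPKM in all 16 mMSCs. Ccl2, with 393 to 14527 FPKM, and Mmp14, with 3.14 to 94.3 FPKM, were the 2 genes at 1 FPKM or more in every mMSC. Il6 (chromosome 5, bases 30013114 to 30019981 of mm10) had the largest SD between cells on the log2 scale, 3.27, followed by Mmp23 with 2.40, Mmp11 with 1.83 and Ccl2 with 1.73. Mmp23 was above 0 in 6 mMSCs, with 36.7 FPKM at most, and Mmp11 in 5, with 28.1 FPKM at most. Il6 was between 49.1 FPKM (mMSC13) and 204 FPKM (mMSC11) in the 7 cells that the paper lists as Il6 cells. It was at 7.83 FPKM in mMSC4 and 7.38 FPKM in mMSC7, listed at 0 in the other 7 mMSCs and in all 5 HL1cm, and at 73.7 FPKM in mMSC-PC. By the length of its longest transcript, 1 read pair on Il6 is worth 0.899 FPKM in mMSC6, the deepest library, and 5.70 FPKM in mMSC9. The median SD of the 6 genes at 1 FPKM or more in at least 2 mMSCs was 1.78, at percentile 91.04 of random lists of 6 genes matched on mean expression. The percentile was 98.63 with a limit of detection of 10 FPKM, 98.02 on the TPM scale and 89.73 on the log2(FPKM + 1) scale. It was 84.99 without mMSC9 and mMSC15, 77.03 over genes at 1 FPKM or more in at least 8 cells, and 76.68 on the TPM scale over genes of at least 200 bases, chosen after the data were seen.

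**Figure D1:**
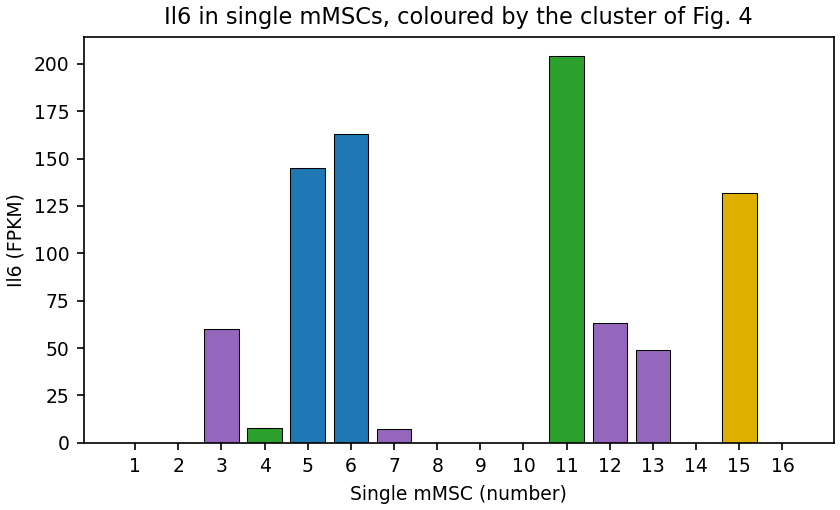
Il6 FPKM in each of the 16 single mMSCs, with bars coloured by the cluster of Fig. 4 to which the paper assigns the cell. The 7 highest cells lie at 49.1 FPKM or more, and 7 cells are listed at 0.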

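In PCA of the immunomodulatory genes over the mMSCs and mMSC-PC, PC1 held 43.7% of the variance and Il6 made up 85.5% of its squared loadings. The correlation between PC1 and log2 Il6 over these libraries was 0.986. PC2 held 23.5% of the variance, with 80.2% of its squared loadings from Mmp23. Il6 accounted for 38.5% of the summed variance of the list. With each gene scaled to unit variance, the alternative that moved the Il6 share of PC1 most, the share was 12.2%. From the loadings, the paper attributes the spread of the mMSCs on the score plot almost entirely to Il6.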

The significance of this difference was further probed via global analysis of differentially expressed genes.

**Fig 3:**
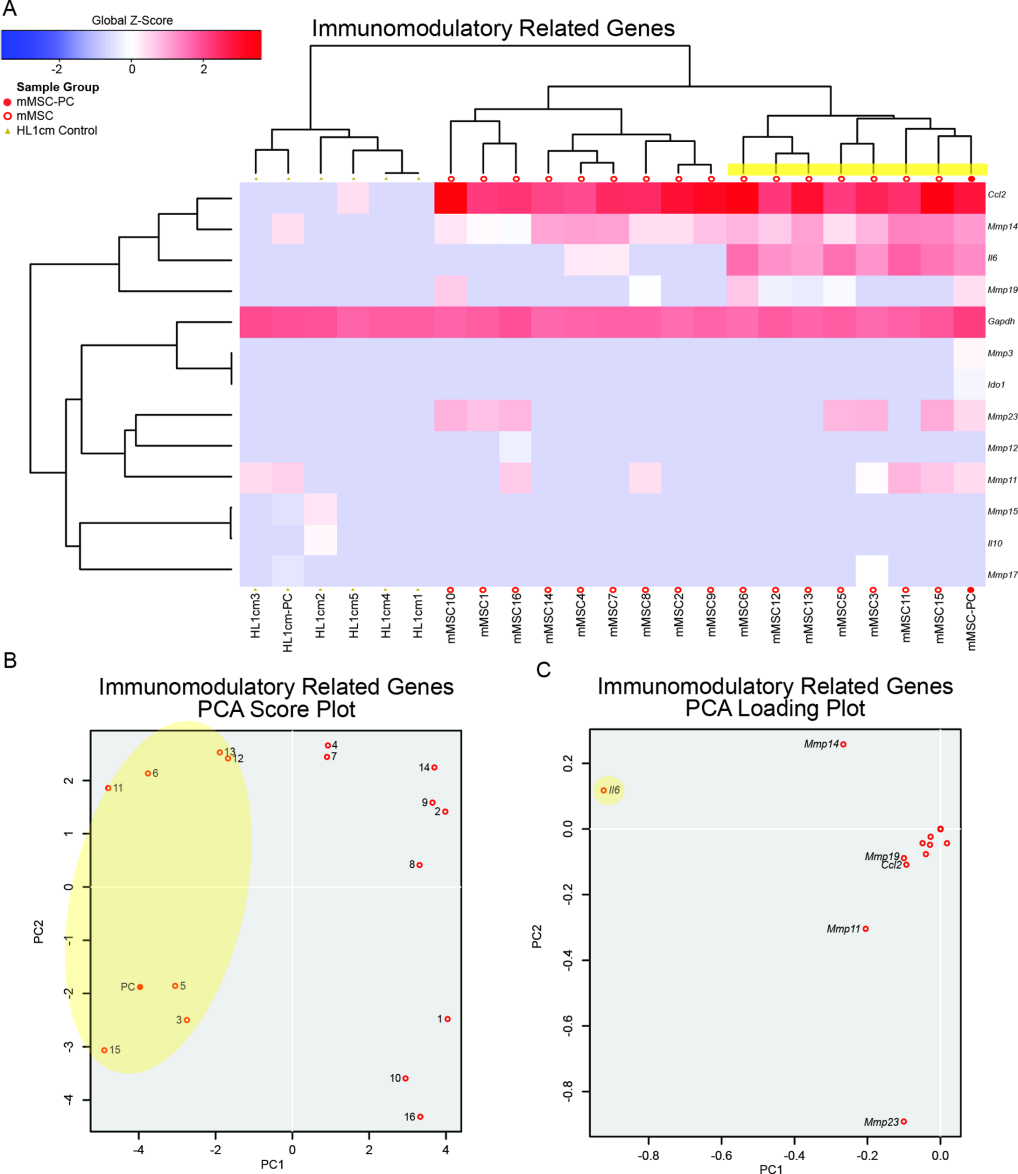
Single cell mMSCs exhibit minimal but measureable differences in expression of immunomodulatory genes. **(A)** HC of single cell mMSCs, negative control single cells (HL1cm1-5), and population controls (mMSC-PC and HL1cmPC) for a set of genes related to immunomodulatory function. **(B)** PCA analysis of single cell mMSCs (1–16) and population control (PC). **(C)** PCA loading plot showing individual differentiation genes represented in **(B)**. *Il6* expressing cells clustered together (yellow).

### Transcriptome heterogeneity of mMSCs

To more comprehensively delineate differences in the transcriptome that might augment findings related to lineage priming and support/refute subtle differences in immunomodulatory function, we identified all differentially expressed genes between each mMSC as well as the population control. Differential expression was defined as a log_2_ fold change of greater than 1 and a *P* value below 0.05. Over 9,000 differentially expressed genes were identified and displayed using HC (**Fig 4A**) and PCA score plot (**Fig 4B**). 

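The test between single cells by Cuffdiff needs the aligned reads and was not repeated from the FPKM values. In the deposited table, 14369 genes were above 0 in at least 1 of the 23 libraries, and 12876 varied over the mMSCs and mMSC-PC once values under 1 FPKM were set to 1. For the global clustering, the 9000 genes with the largest variance on the log2 scale were kept, the number of genes in the authors' script. The number of genes at 1 FPKM or more in a mMSC and its number of aligned read pairs had r = 0.654 (p = 0.0037) and rho = 0.468 (p = 0.070) over 16 cells (two-sided permutation tests, Benjamini-Hochberg adjusted p = 0.0146 and 0.139 over the 4 relations with depth). Without mMSC9 and mMSC15, r was 0.234 (p = 0.419, permutation test), so the relation rests on those cells.

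**Figure D2:**
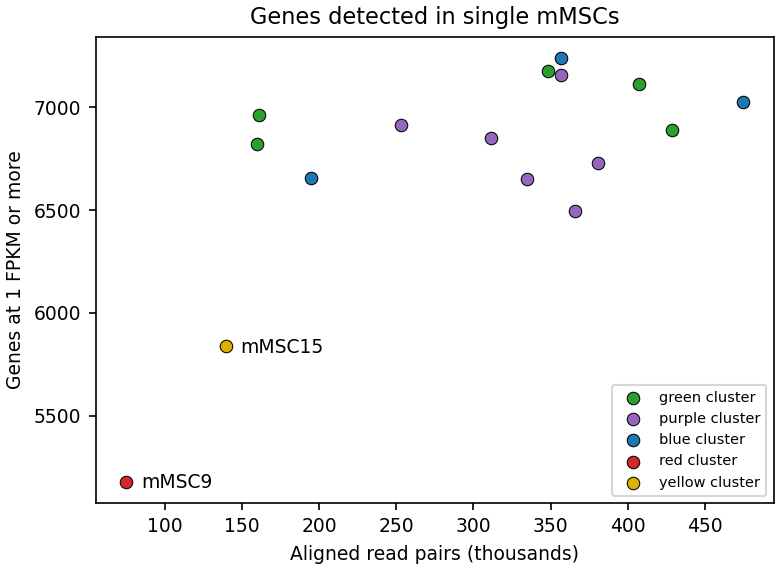
Number of genes at 1 FPKM or more in each single mMSC against its aligned read pairs, coloured by the cluster of Fig. 4. mMSC9 and mMSC15 have both the fewest aligned read pairs and the fewest genes, 5178 and 5837.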

Results indicate global heterogeneity of single mMSCs arguably expected of mesenchymal progenitors (**Fig 4A and 4B).** Despite the heterogeneity, five different clusters emerged and are designated with different color labels. 

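In PCA of the 9000 genes, PC1 held 9.99%, PC2 8.44% and PC3 7.99% of the variance. Average linkage clustering on the Pearson distance, divided into 5 clusters, placed the cells mMSC1, mMSC4, mMSC8, mMSC11 and mMSC14, the green cells of Fig 4, together with no other library. A cluster of 9 libraries held mMSC-PC, the 3 blue cells mMSC5, mMSC6 and mMSC16, and the purple cells mMSC2, mMSC3, mMSC7, mMSC10 and mMSC12. The cells mMSC9, mMSC13 and mMSC15 each stood alone. The adjusted Rand index between these clusters and those of Fig 4, which is 1 for equal clusters and near 0 for unrelated ones, was 0.418. A limit of detection of 10 FPKM moved the index most among the alternatives, to 0.139. The mean correlation of a cell with the other 15 mMSCs over the 9000 genes ranged from 0.442 in mMSC9 and 0.448 in mMSC15 to 0.547 in mMSC7.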

At first glance, we suspected clusters might represent different types and levels of lineage commitment of mesenchymal progenitors. To test this possibility, gene ontology analysis was conducted on the differentially expressed genes to determine whether each cluster aligned with specific mesenchymal differentiated cell types (e.g., osteogenic, adipogenic, chondrogenic).

**Fig 4:**
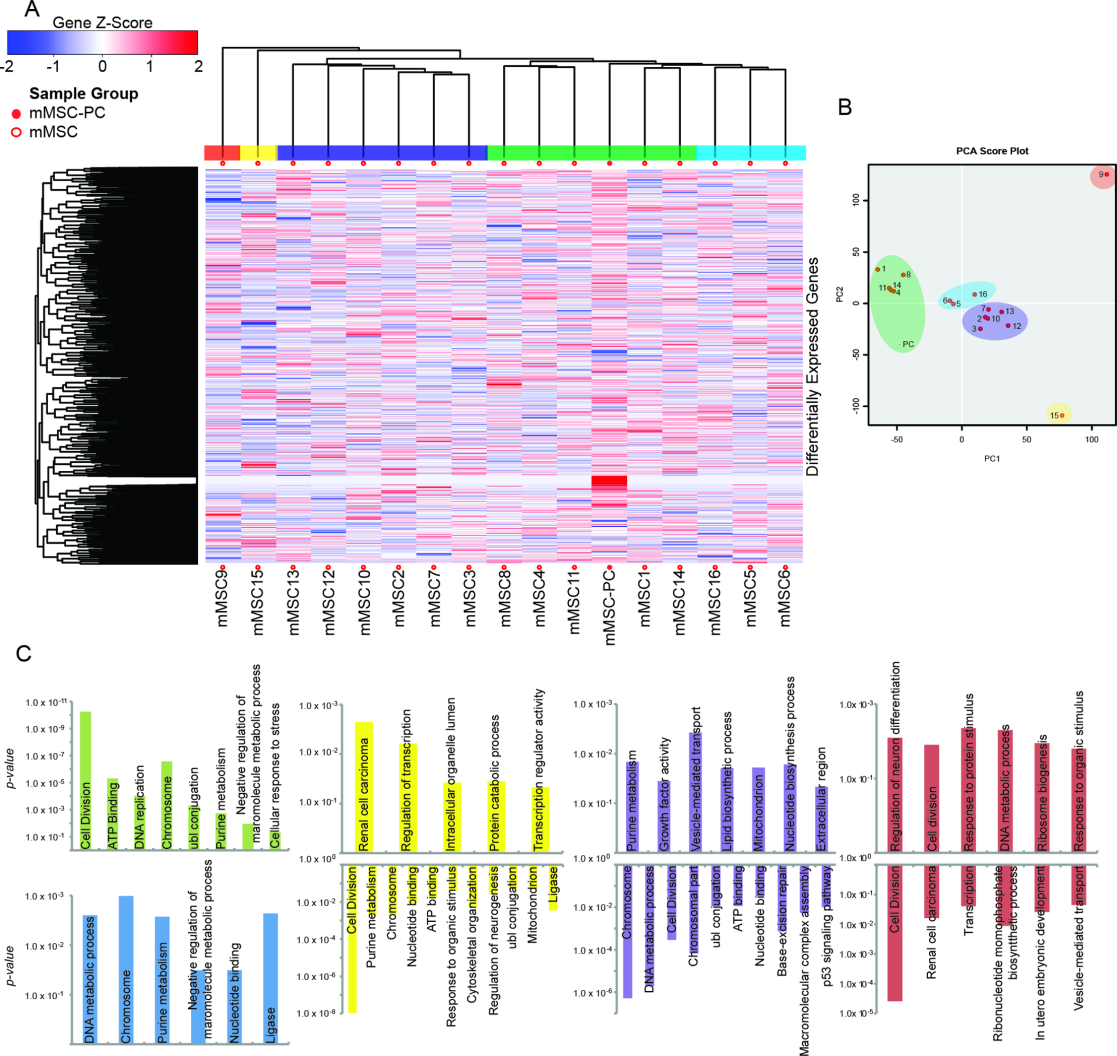
HC and PCA of mMSCs show transcriptome heterogeneity and gene ontology of subpopulations. **(A)** A global view of differential gene expression between single cell mMSCs and the population control (mMSC-PC). Gene Z-Score reflects the number of standard deviations away from the mean of expression in the reference. **(B)** PCA analysis of single cell mMSCs (1–16) and population control (PC). **(C)** Gene onotology of five subpopulations of single-cell mMSCs (green, blue, yellow, purple and red clusters). Ontology groups are plotted with the *P* value on the y-axis. Upregulated groups have bars extending in the positive y-direction and down regulated groups have bars extending in the negative y-direction.

DAVID bioinformatics resource was utilized to define function-related gene groups associated with each cluster of MSCs. Differentially expressed genes were isolated for each cluster of MSCs and separated according to up- or down-regulation (**S3 Table**). The significance of each concentrated gene group was plotted on a negative log scale with upregulated gene groups extending upward and downregulated gene groups extending downward (**Fig 4C**). Only gene groups with a *P* value below 0.05 were included in the graph and surprisingly only one was related to differentiation. The first cluster (green) contained upregulation of genes involved in cell division, ATP binding, DNA replication, and chromosomes which suggests that this cluster of five cells (along with the population control) was in active proliferation at the time of cell capture. 

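A proliferation score was computed for each cell as the mean log2 FPKM over 26 genes of S phase and 37 genes of G2/M phase, both listed before the values were seen. It lay between 4.94 and 5.61 in the 5 cells of the green cluster and was 4.17 in mMSC-PC. The cells outside the green cluster had scores of 3.59 or less. Top2a ranged from 44.0 to 204 FPKM in the green cells and was above 0 in 12 of the 16 mMSCs. Mki67 ranged from 10.6 to 29.5 FPKM in the green cells and was at 1.61 FPKM in mMSC-PC. The clusters of Fig 4 were made from the same libraries with cell cycle genes among the genes used, so these ranges describe the clusters and are not a test of them.

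**Figure D3:**
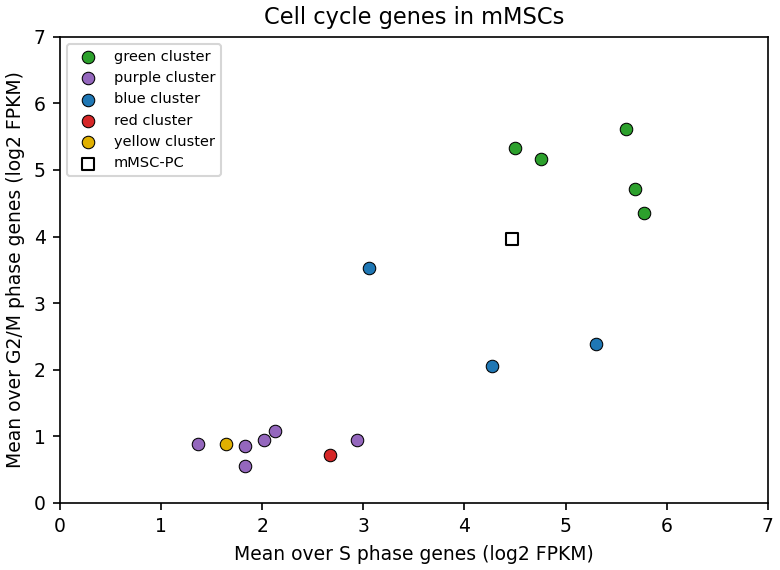
Mean log2 FPKM over the G2/M phase genes against the mean over the S phase genes in each single mMSC, coloured by the cluster of Fig. 4, and in mMSC-PC (square). The green cells lie at 4.36 or more for G2/M genes, and the blue cells between 2.06 and 3.53.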

The ratio of cells (5 of 16, ~30%) matches our data and literature reports of the percentage of cells actively dividing in a healthy population of bone marrow-derived MSCs[57]. 

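Green cells made up 31.2% of the 16 single mMSCs, and a count of 5 in 16 has a 95% confidence interval from 11.0% to 58.7%.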

The blue cluster showed upregulation of genes associated with DNA metabolic process, chromosomes, purine metabolism and nucleotide binding. The blue cluster did not contain genes upregulated with cell division, but these three cells do appear to be preparing DNA for future division. 

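The blue cells were mMSC5, mMSC6 and mMSC16, with 356580, 474827 and 194936 aligned read pairs. Their mean log2 FPKM over the S phase genes was 3.05 in mMSC5, 5.30 in mMSC6 and 4.27 in mMSC16, against 4.50 to 5.77 in the green cells. Over the G2/M phase genes it was 3.53 in mMSC5, 2.39 in mMSC6 and 2.06 in mMSC16, below the lowest green cell in each case. Mki67 was at 1.79 FPKM in mMSC5, 0.825 FPKM in mMSC6 and listed at 0 in mMSC16. Top2a was at 153 FPKM in mMSC6, above 3 of the 5 green cells, and at 20.5 FPKM in mMSC5 and lower in mMSC16.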

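mMSC15 had 139188 aligned read pairs, 5837 genes at 1 FPKM or more and a proliferation score of 1.20. Its mean log2 FPKM was 1.65 over the S phase genes and 0.88 over the G2/M phase genes. The authors' Cuffdiff results (S1 Table) hold 111 significant differences in single genes between this cell and the green, blue or purple cluster. In 100 of these calls of the paper the gene is listed at 0 in mMSC15, and in 10 the value is higher in mMSC15.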

The cell of the yellow cluster (mMSC15) upregulated genes associated with regulation of transcription and protein catabolic process, while downregulating genes associated with cell division and regulation of neurogensis. 

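The cells mMSC2, mMSC3, mMSC7, mMSC10, mMSC12 and mMSC13 had 252893 to 380594 aligned read pairs and 6496 to 7159 genes at 1 FPKM or more. Their proliferation scores lay between 1.08 and 1.76, with means of 0.55 to 1.07 over the G2/M phase genes. Mki67 was listed at 0 in all 6 of these cells. The authors' own Cuffdiff results list 25 genes between this group of cells and the green cluster and 5 genes between it and the blue cluster.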

The purple cluster also downregulated genes linked to cell division, but upregulated genes involved with growth factor activity, vesicle-mediated transport, lipid biosynthetic process and the extracellular region. This cluster could perhaps represent active paracrine signaling corresponding to the immunomodulatory capacity of MSCs. 

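Of the 7 cells mMSC3, mMSC5, mMSC6, mMSC11, mMSC12, mMSC13 and mMSC15, 3 belong to the purple cluster, as do 3 of the other 9 cells. The odds ratio was 1.5 (two-sided Fisher's exact test, p = 1, and p = 1 after Benjamini-Hochberg adjustment over 2 comparisons). The chi-square statistic without continuity correction was 0.152. When every cell with Il6 above 0 was counted, 4 of 9 cells were in the purple cluster against 2 of 7, an odds ratio of 2 (Fisher's exact test, p = 0.633). The cells are the units of these tests and come from 1 culture.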

If active paracrine signaling is defined as augmented *Il6* production (**Fig 3**, mMSC 3, 6, 5, 11, 12, 13, 15), then there is an insignificant relationship between active paracrine signaling and association with the purple cluster (Chi-square statistic 0.15, *P* = 0.70). Indeed, a relationship with similar strength exists between proliferation and downregulation of *Il6* (Chi-square statistic 2.14, *P* = 0.14). Instead, the purple cluster could represent a subpopulation of mMSCs with advanced commitment to adipogenesis, since this cluster also shows an upregulation of the lipid biosynthetic process. However, cross reference of cells of this group (mMSC2, 3, 7, 10, 12 and 13) to the differentiation analysis (**Fig 2A–2B**), shows each falls in different regions of the PCA plot suggesting they each have unique lineage priming, not significantly tending toward adipogenesis. 

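One green cell, mMSC11, was among the 7 Il6 cells, and 4 green cells were among the other 9. The odds ratio was 0.208 (two-sided Fisher's exact test, p = 0.308, Benjamini-Hochberg adjusted p = 0.615), and the chi-square statistic without continuity correction was 1.67. For the green and blue clusters together, the odds ratio was 0.6 (Fisher's exact test, p = 1). Counting every cell with Il6 above 0, green cells numbered 2 of 9 against 3 of 7 (Fisher's exact test, p = 0.596).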

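On the PCA score plot of the differentiation genes, the scores of the 6 purple cells on PC1 ranged from -4.27 in mMSC13 to 6.86 in mMSC10. Those on PC2 ranged from -4.88 in mMSC2 to 6.05 in mMSC12. All 16 mMSCs spanned -14.1 to 6.86 on PC1 and -7.30 to 6.05 on PC2. Of the purple cells, mMSC12 had 53.9 FPKM and mMSC13 15.4 FPKM of the adipogenic gene Fabp4, and it was listed at 0 in the other 4. They had 7 to 10 of the 25 adipogenic genes at 1 FPKM or more, and the other mMSCs 6 to 9.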

The cell of the red cluster (mMSC 9) showed an unexpected upregulation of genes involved with the regulation of neuronal differentiation and ribosome biogenesis, suggesting priming for neurogenesis which has been reported in isolated instances for MSCs[45–47]. 

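mMSC9 had 74934 aligned read pairs, the fewest of the 16 mMSCs. The neurogenic factor Nr4a2 and the neurogenic gene Tubb3 were both listed at 0 in this cell. Of the 21 neurogenic genes, 2 were at 1 FPKM or more in mMSC9, where the median mMSC had 3. These were Eno2, higher in mMSC9 than in any other mMSC, and S100a1, at 202 FPKM the second highest of the 16 mMSCs, which ranged from 23.3 to 221 FPKM. In HL1cm, S100a1 ranged from 104 to 616 FPKM. Its proliferation score was 1.52. Among the authors' Cuffdiff results in S1 Table, 146 significant differences in single genes are between mMSC9 and the green, blue or purple cluster. In 136 of these calls of the paper the gene is listed at 0 in mMSC9, and in 10 the value is higher in mMSC9.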

In sum, mMSC clusters primarily correspond to proliferating cells (green and blue clusters) and quiescent cells (yellow, purple and red clusters). 

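The lowest proliferation score in the green and blue clusters was 2.97, in mMSC16, and the highest in the yellow, purple and red clusters was 1.76, in mMSC10. The median over all 16 mMSCs was 2.37. The 5 HL1cm had scores of 3.32 to 6.00. From the ontology groups of the clusters, the paper concludes that they primarily separate proliferating from quiescent cells.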

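The proliferation score of each of the 16 mMSCs was set against 3 counts of genes. The expression levels of these genes were not set against the score, so these relations bear on number only. Against the number of lineage transcription factors above 0, r was 0.156 (p = 0.558) and rho 0.0935 (p = 0.728). Against the number of differentiation genes at 1 FPKM or more, r was -0.0821 (p = 0.767) and rho -0.161 (p = 0.549). Against the number of immunomodulatory genes at 1 FPKM or more, r was -0.202 (p = 0.446) and rho -0.306 (p = 0.244). These are two-sided permutation tests on cells of 1 culture, and after Benjamini-Hochberg adjustment over the 3 relations every p was 0.728 or more. Without mMSC11 and mMSC14, the cells farthest from the median score, r was -0.0695, -0.233 and -0.106 (p = 0.813, 0.424 and 0.713, permutation tests). The setting that moved a relation most was the count of differentiation genes at 10 FPKM or more, which gave rho = -0.594 (p = 0.017, adjusted p = 0.0511, permutation test). For the first relation rho changed its sign at 10 FPKM or more (-0.0696), and for the second with G2/M phase genes alone (0.0251).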

Importantly proliferation status does not correlate with the level or number of lineage commitment or immune regulatory genes expressed per cell.

## Discussion

In this study the transcriptomes of individual, bone marrow-derived mMSCs were analyzed via RNA-seq. Using this approach, a new perspective on the heterogeneity of MSCs emerges. First, MSCs were found to express varied levels of early markers of multiple mesenchymal lineages extending the definition of lineage priming of this unique cell type. Importantly, differences in level or number of lineage commitment genes expressed did not correlate with proliferation or other cellular process, which might alter transcript expression in a regular or cyclic pattern. Second, basal expression of genes associated with immunomodulation were quite uniform aside from *Il6* in gene set analyses and categories related to immunomodulation did not emerge from ontology analyses suggesting cell-to-cell variation for immunomodulation is present but less pronounced than lineage commitment.

Since there was no clear functional clustering of the mMSCs based on gene ontology (aside from proliferating/nonproliferating), we also scanned for gene markers that could be used to represent the clustered populations (**Fig 2**) and perhaps correspond to lineage priming. A previous report on mouse MSCs subpopulations found that *Cd200* expression level indicated osteogenic potential and *Pdgfra* expression indicated adipogenic potential[14]. However, mMSC3, mMSC6, and mMSC9 were the only mMSCs with detectable *Cd200* expression and indeed these three mMSCs did not cluster in either the global analyses (**Fig 4**) or gene list analyses with markers of differentiation (**Fig 2**). 

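Cd200 was at 17.6 FPKM in mMSC3, 25.0 in mMSC6 and 6.38 in mMSC9, and at 1.38 FPKM in mMSC-PC. By the length of its longest transcript these values correspond to about 14.7, 27.9 and 1.12 read pairs. It was above 0 in 18.8% of mMSCs (95% confidence interval 4.05% to 45.6%) and in 2 of 5 HL1cm, with 1.90 FPKM at most. In the 5 clusters from average linkage of the 9000 genes, mMSC3 and mMSC6 were in 1 cluster of 9 libraries and mMSC9 stood alone. On the differentiation score plot, PC1 was 5.69 for mMSC3, 1.24 for mMSC6 and -14.1 for mMSC9.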

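Pdgfra (chromosome 5, bases 75152292 to 75198215 of mm10) ranged from 0.636 FPKM in mMSC14 to 29.5 FPKM in mMSC13 among the mMSCs in which it was above 0. By its longest transcript these values correspond to about 1.51 and 73.7 read pairs. It was at 21.5 FPKM in mMSC-PC and listed at 0 in all 5 HL1cm. At 1 FPKM or more it was found in 10 mMSCs, and at 10 FPKM or more in 4, mMSC2, mMSC7, mMSC8 and mMSC13. These 4 cells belong to the purple and green clusters of Fig 4.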

*Pdgfra* expression also failed to aid clustering of the eleven mMSCs that had detectable expression (mMSC2, 3, 5, 6, 7, 8, 9, 10, 12, 13, 14). The discrepancy between our work and previous reports suggests an environmental trigger was necessary to promote particular cell fates and therefore that marker expression alone (at least in these two cases) is not enough to predict single cell propensities. We also note, based on the results presented here, that inter-lineage plasticity is likely very high. And that, even if an MSC “commits” to a particular lineage, conversion to another might not entail the set up of whole molecular programs, but instead upregulation of a few components[58].

Of note, one cell upregulated expression of neurogenic transcript for *Eno2*. This is not the first report of an MSC expressing transcripts considered specific to ectodermal lineage. 

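Eno2 (chromosome 6, bases 124760053 to 124769673 of mm10) was highest in mMSC9, at 29.3 FPKM, or about 6.13 read pairs at the depth of that library. It was above 0 in 6 of the 16 mMSCs (37.5%, 95% confidence interval 15.2% to 64.6%). The others were mMSC5 at 8.49 FPKM, mMSC1 at 3.57, mMSC3 at 2.71, mMSC16 at 2.37 and mMSC11 at 1.86. In mMSC5 the value corresponds to about 8.46 read pairs, more than in mMSC9. Eno2 was at 4.15 FPKM in mMSC-PC and above 0 in 1 of 5 HL1cm, at 2.14 FPKM.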

In multiple reports Foudah *et al*. demonstrate that neuronal makers *Tubb* and *NeuN* are spontaneously expressed by a high percentage of undifferentiated MSCs from multiple tissues from both human and rat[45–47]. Thus, while the relative fraction of MSCs capable of expressing early transcripts of neurogenesis and of giving rise to bona fide neurons is not known, single cell analysis suggests plasticity to this lineage may be possible.

In sum, this study confirms and augments the concept of multi-lineage priming of MSCs by showing that MSCs typically express early (and sometimes even late) markers of more than one mesenchymal lineage *simultaneously*. Moreover, expression levels are quite distinct between cells, suggesting MSCs, despite being primed to multiple fates, might prefer one fate over the other. In other words, even if an MSC is environmentally triggered for one lineage, it might easily be switched if even a weak signal comes along for the preferred lineage. Immunomodulation of MSCs on the other hand, appears to be relatively consistent between cells of a given population. Even so, these results emphasize caution for *in vivo* or clinical use of MSCs, even when immunomodulation is the goal, since multiple mesenchymal (and even perhaps ectodermal) outcomes are a possibility. Purification might enable shifting of the probability of a certain outcome, but can never remove multilineage potential altogether.

## Supporting Information

S1 Fig Expression of each lineage gene normalized to *Gapdh*. **(A).** Osteogenic gene profile. **(B)** Chondrogenic gene profile. **(C)** Adipogenic gene profile. **(D)** Vascular smooth muscle gene profile. **E**. Neurogenic gene profile.
(TIF) Click here for additional data file.

S1 Table Alignment statistics for single-cell with sequenced transcriptome, FPKM values and differentially expressed genes of mMSC clusters, Related to Fig 4. This first tab contains all of the alignment statistics for the captured mMSCs and HL1cm controls relative to the mouse genome. The number of aligned read pairs and the percent of concordant alignment (or reads with proper alignment) are listed for each single cell. The alignment data were generated from Tophat alignment results. The second tab is the single-cell RNA-seq expression data (FPKM values) for the mMSCs (16 cells and population control) and HL-1-cardiomyocytes controls (5 cells and population control) in an excel file as discussed in **Figs 1–4**. The remainder of the file contains all of the differentially expressed genes detected with the Cufflinks package analysis between the five mMSC clusters. The file contains the gene (columns A-C), locus (column D), samples compared (columns E and F), the FPKM values (H and I), the log_2_ fold change (column J), *P* value (column L) and whether or not the differential expression is significant (column N). Genes are listed alphabetically and each mMSC cluster is separated onto different tabs.
(XLSX) Click here for additional data file.

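A concordant alignment is one in which both mates of a read pair align in the expected orientation and distance. The percent of concordant alignment in this table ranged from 71.0% to 79.7% in mMSCs, with a median of 77.9%, and from 69.9% to 76.4% in HL1cm, with a median of 74.7%. It was 76.4% in mMSC-PC and 71.8% in HL1cm-PC. The number of aligned read pairs sets the smallest amount of a transcript that a library can show, so it bears on every statement that a gene was not detected.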

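FPKM divides the fragments assigned to a gene by the length of its transcript and by the number of mapped fragments. The copy of this tab at hand is cut off after 1999 genes that could be matched by symbol. All their values equal the deposited table within 1 part in 10000, with 0 exceptions. FPKM values need not add up to the same total in each library, and their sum ranged from 630240 to 2529613 in the mMSCs. The 775 genes with transcripts under 200 bases, or with symbols of microRNAs or small nucleolar RNAs, made up 5.05% to 75.1% of this sum in the mMSCs and 2.29% to 76.3% in HL1cm. In mMSC-PC they made up 0.253% and in HL1cm-PC 2.47%. Dividing by the sum, as TPM does, therefore rescales the single-cell libraries by the values of a few very short genes.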

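Each of these tabs lists the genes that Cuffdiff called between 1 cluster and another, with the FPKM of both clusters, so that a gene called in several comparisons is listed several times. By the paper's calls, the 10 pairs of clusters have 440 differences in single genes. Pairs with the yellow or the red cluster, which hold 1 cell each, account for 404 of them (91.8%), and in 403 of these 404 the gene is listed at 0 on one side. The green, blue and purple clusters have 36 differences among themselves, 7 of them with a value of 0 on one side. Set against the deposited table, the values given for the yellow cluster equal those of mMSC15 within 1% for all 198 genes, and those for the red cluster equal those of mMSC9 for all 225 genes. For the green and blue clusters, whose values come from several cells, the correlation across genes between the tab and the mean of the cells was 0.965 and 0.993.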

S2 Table SingulaR script used to analyze single-cell RNA-seq data. This file contains the SingulaR script used with the single-cell RNA-seq data to create the hierarchal clustering and principal component analysis.
(XLSX) Click here for additional data file.

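The script sets the limit of detection to 1 FPKM, selects the option for RNA-seq, and runs clustering and PCA first on 9000 genes and then on the gene lists. The same limit was used for the log2 values from the deposited table. Its heat maps show z-scores by gene. The script does not state whether SingulaR scales each gene to unit variance before PCA, and here the values were centred and not scaled.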

S3 Table Gene Ontology and KEGG pathway enrichment analysis, Related to Fig 4. This file contains all of the differentially expressed genes between the mMSC clusters, but organized into lists used for gene ontology on the first tab. The first tab is organized into upregulated and downregulated genes for each cluster of mMSCs. The remaining tabs contain the gene ontology and KEGG pathway enrichment analysis that was performed using DAVID informatics Resources 6.7 for upregulated or downregulated differentially expressed gene lists for mMSCs clusters as identified in the Cufflinks differential analysis.
(XLSX) Click here for additional data file.

S4 Table Genes Lists, Related to Fig 4. This file contains the genes associated with each gene list (MSC stemness[14, 43, 44], MSC Differentiation[12, 45–53], and immunomodulatory[54–56]. Included in this file are the gene symbol, full gene name, functional group and source for inclusion.
(XLSX) Click here for additional data file.

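The multipotency list holds 14 genes marked as high, 12 as moderate and 12 as low, next to Gapdh. The differentiation list holds 127 genes from 5 lineages, next to Gapdh, and the immunomodulatory list holds 25 genes. Some genes are in more than 1 list: Ccl2 is both a vascular smooth muscle and an immunomodulatory gene, Mmp3 both a chondrogenic and an immunomodulatory gene, Pdgfra and Eng both multipotency and vascular smooth muscle genes, and Thy1 both a multipotency and an osteogenic gene.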

How the deposited data were processed for this re-analysis (not part of the article)

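Expression was measured by RNA-seq in 16 single mouse bone marrow-derived MSCs, 5 single HL-1 cardiomyocytes and 1 population control of each cell type, 23 libraries in all. The mMSCs were purchased, came from male mice and were used at passages 6 to 11 by the authors' methods. Both cell types were captured in the same Fluidigm C1 device, on a chip for cells of 17 to 25 micrometres, and paired reads of 75 bases were sequenced.

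The FPKM values were made by the authors, who aligned the reads to mm10 with Tophat 2.0.12 and estimated abundance with Cufflinks 2.2.1, both with default options. FPKM is the number of fragments scaled by the length of the exons and by the number of mapped fragments. The values were used as deposited. Read counts were not used here, so no model for counts was fitted, and the depth of each library was taken from the aligned read pairs in S1 Table. The estimated number of read pairs behind a value was computed from the FPKM, the aligned read pairs and the longest transcript of the gene in GENCODE M21. It is an approximation, because Cufflinks used an effective length and another annotation. Since the longest transcript was taken, the number is more likely too high than too low. The precision of low values is set by these numbers. The FPKM tab of S1 Table was available only in part, and the comparison with the deposited table covers that part.

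Values under 1 FPKM were set to 1 before log2 values were taken. Genes were called above 0 where the deposited value was above 0, and at 1 FPKM or more or at 10 FPKM or more where stated. PCA was run on centred, unscaled log2 values. Clustering used average linkage on 1 minus Pearson's r, as in the authors' methods, for the gene lists of S4 Table and for the 9000 genes of largest variance. The spread of a gene list was compared with 10000 random lists, in which each gene was replaced by 1 of the 100 genes nearest to it in mean log2 FPKM. Only genes at 1 FPKM or more in at least 2 mMSCs entered this comparison.

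Each cell type was treated as 1 sample, since neither the labels nor the methods name separate cultures, and mMSCs and HL1cm were compared without a test. Relations between measures of single mMSCs were tested by two-sided permutation tests with 100000 permutations of Pearson's r and Spearman's rho. The 4 relations with depth, 3 of them planned, and the 3 relations with the proliferation score were each adjusted by the Benjamini-Hochberg method. Their repeats without 2 cells were not adjusted. Il6 cells were compared with clusters by two-sided Fisher's exact tests. In all of these, cells of 1 culture are the units, so the p-values do not extend to other cultures. Percentages of cells carry exact (Clopper-Pearson) 95% intervals.

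Cluster membership was taken from the text and Fig. 4. The genes named in the text are those that the Results or Discussion name, those of lists written in advance, and at most 5 genes from each list of S4 Table with the largest squared loadings. Exceptions are marked as chosen after their values were seen. The lists written in advance hold 26 S phase genes, 37 G2/M phase genes, 9 cardiomyocyte genes, 8 mesenchymal genes, 11 macrophage genes, 4 genes of chromosome Y with Xist, and 12 genes of general use in cells. The main settings, the tests and 88 of the alternatives were chosen before the data were examined. The alternatives changed the log scale, the limit of detection, the filter on genes, the scaling of genes and of libraries, the cells and libraries included, the linkage and distance, and the definition of Il6 cells and of proliferating cells. Another 8 were added after the data had been seen.

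The methods were tested on simulated data. The spread simulations took gene means from the mMSC libraries, and the clustering simulations gene means and SDs. The other simulations used drawn values only. Lists with an SD raised by 50 percent lay above percentile 97.5 in 50 of 50 simulations of the spread comparison (1719 genes), and unchanged lists lay between percentiles 2.5 and 97.5 in 46 of 50. These were lists of 20 genes of high mean, all genes had the same SD, and no floor was applied. The rates therefore do not carry over to the shorter lists or to genes near the floor. Clustering recovered the simulated groups in 20 of 20 simulations (9000 genes), and PCA gave the gene with raised variance the largest loading on PC1 in 20 of 20 (25 genes). Each of the 3 simulated groups had 200 genes raised by 4 log2 units, at 50 percent of the SD between cells. Recovery of weaker groups was not tested. The permutation test gave p under 0.05 for 8 of 200 pairs of unrelated measures. Thinning of drawn counts to 25 percent left 25.0% of the fragments (5000 genes), and no library was thinned in this test.

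The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and a random seed of 7. The qPCR measurements, the Cuffdiff tests and the gene ontology analyses were not repeated, because the first were not among the values used here, the second need the aligned reads, and the third rest on the second.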

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

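Every test of an explanation in this part was chosen after the result was seen, except the rank correlation and summed shares of the listed cardiomyocyte and mesenchymal genes between the 2 cell types, which were planned.

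In groups of 4 to 10 samples, the gap between the highest or lowest sample and its nearest neighbour was divided by the range of the group. Only the 5 HL1cm form such a group. Among 72 measures, 65 of them log2 values of single genes, 9 had 1 cell far from the other 4, where chance alone gives about 1 in 20, or 3.6 of 72. HL1cm3 was highest in the median difference of the high multipotency genes (gap 0.7431 of the range, 3.99 against 1.69 in the next cell) and lowest in Rpl4 (0.755). HL1cm5 was lowest in Tnni3 (0.7382). HL1cm4 was highest in Rrm1 (0.7227) and lowest in Usp1 (0.8547). HL1cm2 was lowest in Top2a (0.8283), Ccna2 (0.8583), Hmmr (0.7205) and Cdca8 (0.7542).

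For the 4 genes of HL1cm2, all of G2/M phase, low depth is argued against, since 3 HL1cm cells have fewer aligned read pairs than its 295532 and higher values. Its mean log2 FPKM was 1.72 over the G2/M phase genes, against 5.38 to 7.04 in the other HL1cm. A difference in scale between libraries is argued against for all measures other than Rpl4 and Rrm1. In 7 of the 9 measures the same cell still stood apart after the libraries were rescaled to a common sum over genes of at least 200 bases, and these include the 4 of HL1cm2. For Rpl4 and Rrm1, scale differences may be the cause, since the larger of their ratios fell to 0.4437 after rescaling. A cell outside G2/M phase is a candidate explanation for HL1cm2, but the libraries carry no independent measure of the cell cycle, and chance is not excluded for any single measure.

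Xist, the RNA of the inactive X chromosome (chromosome X, bases 103460366 to 103483254 of mm10), is a signal in genes that the paper does not discuss. It was above 0 in 16 of 16 mMSCs, from 5.04 to 31.0 FPKM with a median of 15.2866, which corresponds to about 12.6 to 238 read pairs, and was at 2.58 FPKM in mMSC-PC. The methods state that the mMSCs came from male mice. RNA from HL-1 cells on the same chip is argued against, since the highest Xist value in HL1cm was 0.132 FPKM and HL1cm-PC was at 0. Reads of the antisense gene Tsix cannot be told apart from those of Xist here, because Tsix was listed at 0 in 14 mMSCs (6.29 FPKM at most in the other cells) and the strand to which its reads were given is not known. The 4 genes of chromosome Y listed in advance, Ddx3y, Eif2s3y, Kdm5d and Uty, were at 0 in every library. So were all 13 genes of chromosome Y in the table, 0 of which were above 0 in any library, HL1cm included. Apart from the mMSC libraries, whose sex is in question, no library known to come from a male shows that these genes would be counted. The zeros therefore do not decide whether the mMSCs had 2 X chromosomes. Genes of chromosome Y missing from the estimate could account for the zeros, but not for Xist above 0 in 16 of 16 mMSCs. Other genes of the X chromosome, chosen after their values were seen, had medians of 86.2 (Ddx3x), 73.3 (Eif2s3x), 5.94 (Kdm5c) and 5.26 FPKM (Kdm6a) in mMSCs. A mislabelled sex of the donor and a change of the cells in culture were not tested.

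Cardiomyocyte transcripts in mMSC libraries are the other signal in genes that the paper does not discuss. Of the 9 cardiomyocyte genes, 8 were above 0 in at least 1 mMSC. In mMSC-PC, Actc1 was at 2.80 FPKM and the other 8 were at 0. Myl7 reached 65.4186 FPKM and was above 0 in 5 mMSCs, with a mean of 34715 FPKM in HL1cm. Tnnt2 was above 0 in 6 mMSCs (40.8 FPKM at most), Tnnc1 in 4, Myl4 and Actc1 in 3, Myh6 in 2, Tnni3 and Ryr2 in 1, and Nppa in 0. Over the 9 genes, the mean in mMSCs and the mean in HL1cm had a rank correlation of 0.6833, and the summed share of the HL1cm level was 0.0721%. Shares of single genes ran from 0 to 1.54%. RNA from HL-1 cells on the same chip as the only source of the 8 genes other than Myl7 is argued against, if molecules are drawn independently and recovered alike. Of 11 mMSCs with either these genes or Myl7 but not both, 9 had Myl7 at 0, where the lowest ratio of Myl7 to the sum of these genes in any HL1cm gives an expected number of at most 4.19 (p = 0.00404). For single genes, with p adjusted over 7, it is argued against for Tnnc1 (4 cells, all with Myl7 at 0, p = 0.000195) and Myh6 (2 cells, p = 0.00409). For Tnnt2 (p = 0.0967), Myl4 (p = 0.172), Actc1 (p = 0.344), Tnni3 (p = 0.668) and Ryr2 (p = 1) it stays open. For Myl7 in its 5 cells, RNA from HL-1 cells may be the cause, but low expression by mMSCs cannot be told apart from it, because at the Myl7 share of each cell at most 3.0083 read pairs of Tnni3, Tnnt2 or Myl4 would be expected. In the other direction, 2 of the 8 mesenchymal genes were above 0 in HL1cm, Col1a1 and Cd44, with a summed share of 0.0925%, and Lum and Dcn were at 0 in all libraries. Over 14 genes at 200 FPKM or more in every mMSC and at 0 in HL1cm-PC, chosen after the values were seen, 7 were above 0 in HL1cm and the summed share was 0.0498%. Carry-over at this level cannot be told apart from low expression in HL1cm, because the values of these 7 genes rest on about 1.35 to 3.03 read pairs.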

How the results depend on the processing

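The rescaling over genes of at least 200 bases, with 8 values, is the only alternative here that was chosen after the data were seen, and the other tests were planned.

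Of 96 alternative values for 19 results, 81 stayed within the spread of the reported value or on the same side of the threshold, 10 moved further, 2 passed a threshold that the reported value did not, and 3 changed sign. Values on the same side of a threshold can still lie far apart. The percentile of the high multipotency genes was 51.96 as reported and ranged from 29.02 to 87.15 over its alternatives. For 9 of the 19 results none of the alternatives run changed the outcome by the measure used, which for relations with depth is rho. By r, genes detected and depth went from 0.654 (p = 0.00366) to 0.234 (p = 0.419) without mMSC9 and mMSC15.

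A limit of detection of 10 FPKM gave a gap on PC1 of the multipotency list of 61.0417% of the range, a percentile of 98.63 for the immunomodulatory spread, an Il6 share of PC1 of 64.06% and an adjusted Rand index of 0.1387. It counts fewer values as detected by its construction. With detection at 10 FPKM or more, 1 mMSC had all 5 lineage transcription factors, 4 mMSCs had Pdgfra, and the rank correlation of the factors with the proliferation score changed sign, to -0.0696. With G2/M phase genes alone in the score, that of the differentiation genes changed sign, to 0.0251. Both reported values and both of these alternatives are near 0, with p of 0.728 or more after adjustment (permutation tests). Over all alternatives of these relations adjusted p ran from 0.0511 to 0.928 (permutation tests). The lowest was for differentiation genes at 10 FPKM or more, where rho went from -0.1612 to -0.5945 (p = 0.017 before adjustment, permutation test). It is counted as unchanged only because the adjusted p stayed above 0.05.

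Scaling each gene to unit variance gave an Il6 share of 12.2488%, since by its construction every gene has the same variance. The same scaling gave a gap on PC1 of the multipotency list of 37.9363%, where the cause was not tested. Without mMSC-PC the Il6 share was 89.2776%, where the cause was not tested. The rank correlation of mMSC-PC with the mean of the mMSCs was 0.873, where the cause was not tested.

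On the TPM scale the Gapdh difference between mMSCs and HL1cm changed sign, to 0.00383, the Il6 share was 69.6632% and the percentile of the immunomodulatory spread 98.02. Very short genes hold much of the sum by which TPM divides. With these left out of the sum, the 3 values were -0.4864, 85.4428% and 76.68. All 8 values of this setting were within the spread of the unscaled ones or on their side of the threshold, although this Gapdh difference is also larger in size than the SD between HL1cm cells.

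Leaving out each HL1cm in turn gave gaps on PC1 from 63.5646% to 67.6181%, Gapdh differences from -0.4507 to -0.1867 and median differences of the high multipotency genes from 1.5745 to 2.4321. The values without HL1cm3 were -0.1867 for Gapdh and 1.5745 for the high multipotency genes. None of the 15 values changed sign or moved by more than the spread used. For Gapdh the size of the move was no test, since leaving a single HL1cm out of a mean of 5 cannot move it by their SD. For the gap on PC1 the spread was that of the mMSC scores, although HL1cm were left out. Without HL1cm5 the Gapdh difference was -0.4507, larger in size than the SD of 0.40 between HL1cm cells, which the difference over all 5 was not.

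No paired analysis was possible because the numbers in the labels only count the cells of each type, and no test between the cell types was made. Depth limits every count of cells without a gene: in mMSC9, 1 read pair on a transcript of 1 kilobase is 13.3 FPKM, so a gene listed at 0 there can be present at several FPKM.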

Differences from the paper's values

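All the comparisons in this part were planned, apart from the list of cluster members by setting, a test chosen after the result was seen.

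Among the values of the text that were compared, which are numbers of cells and 2 chi-square statistics with their P, none differs from the one computed here by the rule used, which asks for a ratio above 1.5 among other things. The paper's chi-square statistic for Il6 cells and proliferation is 2.14, and the value computed from the cells it lists and the green cluster is 1.67. With the green and blue clusters together it was 0.254, and with Il6 above 0 it was 0.780, so none of these settings gives the paper's value. Its number of differentially expressed genes and its sequencing depth were not compared.

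The paper groups mMSC-PC with the green cells. Over 9 settings of the global clustering into 5 clusters, mMSC-PC was in the cluster of a green cell in 0. Over the 9000 genes its mean correlation was 0.530 with the green cells, 0.551 with the blue cells and 0.552 with the purple cells. The 5 green cells were together, with no other cell, in 6 of the 9 settings, while mMSC9 and mMSC15 each stood alone in 9 of 9. The paper shows blue and purple cells as separate clusters. In the reported setting the 3 blue cells and 5 of the 6 purple cells shared a cluster.

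The paper states that the 3 cells with Cd200 did not cluster together in the global analysis. In the reported setting mMSC3 and mMSC6 were in the same cluster, which holds 9 of the 17 libraries, and mMSC9 was not.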

Other observations

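The tests of depth against the number of lineage transcription factors and against Il6 at the level of the cells that the paper lists, and the comparison of the differentiation genes with matched lists, were planned, and the other tests in this part were chosen after the result was seen.

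mMSC9 and mMSC15, the cells of the red and yellow clusters, have the fewest aligned read pairs and the fewest genes. Over genes with a transcript of at least 500 bases, mMSC9 had 4699 genes above 0. The other 14 mMSCs, thinned to its depth, had 5056 or more in every draw, and had mean correlations with the other cells of 0.487 or more in every draw against 0.454 in mMSC9. Thinning from FPKM is a simulation, so low depth as the cause for mMSC9 cannot be told apart from a library of lower complexity. For mMSC15, low depth alone is argued against, since mMSC1 and mMSC8, with read pairs within 25 percent of its number, had 6939 and 7121 genes above 0 against 5902. Over the other 14 cells, the mean correlation with the other mMSCs and depth had rho = 0.1868 (p = 0.522) and r = 0.246 (p = 0.397, permutation tests), which does not decide whether depth separates these cells. Loss of transcripts before sequencing may add to it. Of 592 genes expected to have at least 10 read pairs in every other cell at the depth of mMSC9, mMSC9 had 7 at 0 (1.18%) and mMSC15 had 2 (0.3378%). The most in another cell was 2 of 605 (0.331%), in mMSC8. This narrow set does not set mMSC15 apart, while a wider set, given in the next paragraph, does, so loss of transcripts stays open for mMSC15. No biological explanation was tested.

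Most of the genes that the authors call between clusters involve mMSC9 or mMSC15. More zeros in these libraries are a candidate explanation. Of the genes with a mean of at least 10 expected read pairs, 6.43% were listed at 0 in mMSC9 and 4.4136% in mMSC15, against 0.692% to 2.26% in the other 14 mMSCs. By the paper's calls against the green, blue and purple clusters, the gene is listed at 0 in mMSC9 in 136 of 146 and in mMSC15 in 100 of 111. Whether a zero is a lost transcript or an absent one is not shown by these values.

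The number of lineage transcription factors above 0 and the aligned read pairs had a rank correlation of 0.3377 over 16 cells, with a permutation p of 0.201. This test cannot exclude that depth may account for part of the differences between cells. For the SD of the differentiation genes, low mean expression is a candidate explanation, since their percentile of 84.25 lies within the middle 95% of lists matched on mean expression.

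Il6 was above 0 in mMSC4 and mMSC7 at lower levels than in the 7 cells that the paper lists, which had about 42.1 to 195 read pairs of Il6. For Il6 at the level of those 7 cells, low depth is argued against in the cells listed at 0, because at the lowest level of those 7 cells even mMSC9 would be expected to have 8.6151 read pairs, and 6 of the 7 cells at 0 are deeper than mMSC15, which has Il6. For Il6 at the lowest level above 0 in any mMSC, 7.38 FPKM in mMSC7, low depth stays open in mMSC9, mMSC1 and mMSC8, which would be expected to have 1.296, 2.76 and 2.79 read pairs. It is a weaker explanation in the other 4 cells at 0, mMSC16, mMSC10, mMSC14 and mMSC2, with 3.37, 5.38, 6.03 and 6.58. All these expected numbers use the longest transcript of Il6, 2343 bases, and would be lower for a shorter one. Low depth is therefore not excluded in these 4 cells at this level. Depth and Il6 had rho = 0.497 (p = 0.0543) and r = 0.401 (p = 0.125) over 16 cells, and r = 0.576 (p = 0.0289, not adjusted) without mMSC9 and mMSC15 (permutation tests). Adjusted over the 4 relations with depth, p over 16 cells was 0.139 for rho and 0.167 for r, so a contribution of depth to the level of Il6 stays open. No biological explanation was tested.

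Genes that would be expected to have at least 50 read pairs at the lowest level of the other cells were listed at 0 in 1 mMSC in 2 combinations, Canx in mMSC12 (1161 expected) and Pmpcb in mMSC2 (56.7946 expected). The 2 genes were chosen after their values were seen. Low depth is argued against by these numbers. A failed abundance estimate may explain the 2 combinations, but without the read alignments it cannot be told apart from a loss of the transcript.

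Mir3470a, chosen after its values were seen, is a gene of 77 bases on chromosome 6 (83090311 to 83090387 of mm10). It had values from 192538 to 1350000 FPKM in 10 single cells, 7 of them mMSCs. Few read pairs on a short gene are a candidate explanation, since the values varied by 7.01-fold and their products with the aligned read pairs by 2.7317-fold. A gene under 200 bases, or named as a small RNA, had the highest value in 20 of the 23 libraries.

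Of the 11 macrophage genes, 6 (Ptprc, Lyz2, Emr1, C1qa, C1qb and Tyrobp) were at 0 in all 16 mMSCs. Cd14 was above 0 in 15 mMSCs (337 FPKM at most), Csf1r in 8 (32.6), Itgam in 2, Cd68 in 1 (48.1) and Fcer1g in 1 (9.79). Of the 12 genes of general use, all were above 0 in all 16 mMSCs, and Tmsb4x was listed at 0 in 1 HL1cm, HL1cm3.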
